A study of Homo sapiens with 8 samples. Its data were reported in "Human-specific elimination of epithelial Siglec-XII suppresses the risk of inflammation-driven colorectal cancers" (2024).

How the data were processed

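RNA was sequenced from 8 samples labelled as Caco-2, an established cell line derived from a human colorectal adenocarcinoma. Per the labels, 4 samples carried the empty expression vector pcDNA3.1 and 4 carried the same vector with SIGLEC12, the gene for Siglec-XII, and libraries were made from total RNA with an rRNA-depleting, strand-specific kit (the methods of the study name a poly(A)-selecting kit instead). The labels give 100 bp paired reads and about 25000000 to 40000000 reads per sample. The description of the series speaks of stable clones and of fewer cultures per condition than the 4 samples listed, and the methods of the study describe technical replicate libraries. The samples of a group are therefore treated as 4 libraries whose independence as cultures is not known, and an error across them may hold less than the variation between separate transfections.

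The authors quantified the reads with kallisto against human genome build hg19 and deposited 1 table with 63816 gene entries and 1 column per sample, as log2 of TPM (transcripts per 1e+06 transcripts) plus 1. Each column, taken back from the log scale, summed to 1e+06, so the depth of each library and the number of reads behind each value are unknown. No confidence interval from counts could be given, and no test for counts was used. Low values carry more error than high ones, and the TPM scale makes each sample's values relative to the rest of its RNA. A TPM value also depends on the transcript length the authors' pipeline used. The table was used as deposited, with no further scaling in the results of the report.

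Gene classes, GRCh37 positions and transcript lengths were taken from the GENCODE annotation lifted to GRCh37 by the gene ID and the transcript named in each entry. Of the entries, 55485 (86.9%) had their gene ID in that annotation. Symbols are those of the deposited table, in which 2315 symbols stand on more than 1 entry. An entry was counted as a small structured RNA by its annotated class or, for entries named only by an RNA family, by that name. The classes counted also include ribosomal RNA and mitochondrially encoded rRNA and tRNA. Small nuclear and nucleolar RNAs, 7SK, 7SL, Y, 5S and RNase P and MRP RNAs are examples, and most of these lack a poly(A) tail and have many near-identical copies, so the TPM of 1 copy is uncertain where reads can be divided among several.

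Groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with lmFit, eBayes with a mean-variance trend and Benjamini-Hochberg adjustment over the 15590 entries that reached 1 TPM in at least 4 samples. Counts are given for an adjusted p under 0.05, for the same with at least a 2-fold change, and for an unadjusted p of 0.05 or less with at least a 2-fold change, the last because the study states those limits without naming an adjustment for them. Single values per sample were compared by a two-sided exact permutation test of the difference of group means. With 4 samples per group, 70 labellings exist and the smallest p this test can give is 0.0286. The signature composite score followed the study: for each gene, log2 level minus its StepMiner threshold, divided by 3 standard deviations, summed over genes. Human counterparts of the study's mouse signature genes were used where a single one exists, which gave 27 genes. Gene lists were tested with camera at a preset correlation between genes of 0.01, two-sided, for lists with at least 3 tested genes, and also with fry and with camera at an estimated correlation. Principal components were taken from the centred values of the tested entries. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

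The groups, the tests, the thresholds, the 16 gene lists, the alternatives and the rule for naming genes were written before the data were examined. By that rule the text may name SIGLEC12, any gene of the signature, ERK target, inflammation, mismatch repair and SHP phosphatase lists, and the 8 entries that rose and the 8 that fell most among those with an adjusted p under 0.05 and no overlap between groups. Entries with identical values in all samples were named once, a choice made after the data were seen. The lists cover the signature, ERK target genes, inflammation, mismatch repair, the SHP phosphatases and PTPN18, adhesion, enterocyte differentiation, proliferation, interferon response, hypoxia, unfolded protein response, cholesterol synthesis, the Siglec family, clustered histone genes, mitochondrially encoded genes and ribosomal protein genes. Further lists of genes typical of colon epithelium, trophoblast, pluripotent or germ cells, liver, an embryonic kidney line and fibroblasts were written after some levels had been seen, and serve only in the closing observations.

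The alternatives were a pseudocount of 0.1, no filter beyond a value above 0, a mean of at least 5 TPM, quantile normalization, equal upper quartiles, the mitochondrially encoded genes and the 100 most abundant genes left out, the replicate number as a block, each sample left out in turn, eBayes without the trend, array weights, other forms of the score and the 500 most variable genes for the components. Added after the data were seen were the removal of entries with identical values, the removal of small structured RNA entries and the removal of each sample's trend with transcript length. The gene test was checked on simulated data for the same 15590 entries: of 200 entries changed by 1 on the log2 scale, 186 (93.0%) were called, 10 unchanged entries were called, and 0 entries were called when nothing was changed. The simulated values were independent and normally distributed, with no floor at 0 and no identical entries, and only entries of middle level were changed. These rates therefore do not carry over to entries near 0 in a group or with identical copies. No sample or column was left out. Reads were not used here.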

Results

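Expression was measured by RNA-seq in cells labelled as Caco-2, a colorectal adenocarcinoma line that the study describes as not expressing Siglec-XII. The cells had been stably transfected with the empty vector or with the vector carrying full-length SIGLEC12. There were 4 samples with the empty vector and 4 with Siglec-XII. Per the labels each library was sequenced to about 25000000 to 40000000 reads, and the table of log2(TPM + 1) gives no read count per sample. Of the 63816 gene entries, 39568 were above 0 in at least 1 sample and 15590 passed the filter, among them 12081 protein-coding and 433 small structured RNA entries. Between 15513 and 15934 entries reached 1 TPM in each sample. Correlations of the tested values, which are across genes, ran from 0.979 to 0.984 between samples of a group and from 0.972 to 0.980 between samples of different groups, and no columns were identical. Mitochondrially encoded genes took 9.32% ± 1.46 (SD, n = 4) of the TPM with the empty vector and 8.27% ± 1.37 (SD, n = 4) with Siglec-XII (exact permutation p = 0.429), and the 100 most abundant entries took 31.3% ± 0.910 and 29.3% ± 0.916 (exact permutation p = 0.0571). The labels give no batch. Each group stems from its own transfection and selection, so a difference between the transfected populations cannot be told apart from an effect of Siglec-XII in any comparison made here.

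The transfected gene was read first, as a check of the labels. SIGLEC12 (ENSG00000254521, a protein-coding gene on the minus strand of chromosome 19, 51994481 to 52005054 in GRCh37) had a log2(TPM + 1) of 0.11 ± 0.05 (SD, n = 4) with the empty vector and 10.70 ± 0.06 (SD, n = 4) with Siglec-XII. In TPM these were 0.0795 ± 0.0342 and 1667 ± 71.3, and the 2 groups did not overlap (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 samples can give). In the Siglec-XII samples the gene ranked between 78 and 89 among all entries. The log2 difference of 10.59 moved most with a pseudocount of 0.1, to 13.20, since it rests on a near-zero level in the empty vector samples. Of 14 other Siglec genes, 13 did not pass the filter, with a highest log2 level of 1.22 in any sample. The exception was SIGLEC6, at 7.07 ± 0.13 and 7.18 ± 0.13 (SD, n = 4), with a limma adjusted p of 0.548.

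The study examined how its samples clustered by principal components. Component 1 held 24.9% of the variance and separated the groups, with a mean score of -17.3 ± 5.76 (SD, n = 4) for the empty vector and 17.3 ± 5.27 for Siglec-XII. The highest empty vector score was -12.5 and the lowest Siglec-XII score 12.6 (two-sided exact permutation p = 0.0286). This p is the smallest the test can give, so it cannot show how the separation varies. The groups did not overlap under the 6 alternatives tried, with a gap between them of 50.9% to 79.6% of the difference of their means, against 72.6% here. The lowest of these was with small structured RNAs left out, a choice made after the data were seen.

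**Figure D1:**
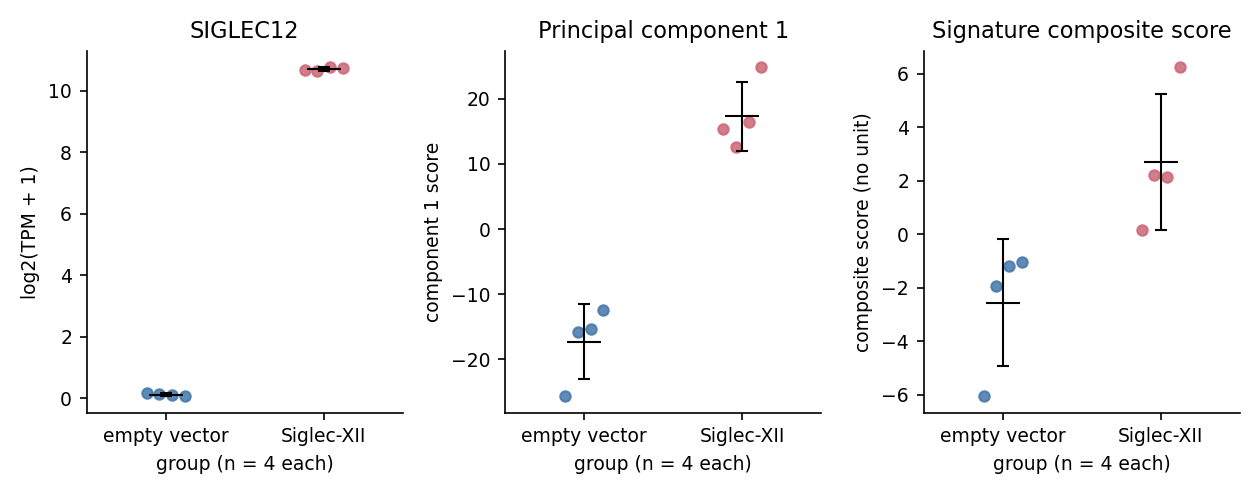
The 3 panels plot SIGLEC12 in log2(TPM + 1), the score on principal component 1 and the signature composite score for each of the 8 samples; points are samples, and black lines are group means with SD. The groups do not overlap in any panel, with the smallest distance in the composite score, from -1.04 to 0.17.

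Which genes changed with Siglec-XII was asked by limma over the 15590 entries. At an adjusted p under 0.05 there were 101 entries, 53 higher and 48 lower with Siglec-XII, and all 101 had every sample of 1 group above every sample of the other. Of all tested entries, 1691 (10.8%) were separated in this way, where chance gives 2.86%. An unadjusted p of 0.05 or less was reached by 2567 entries, against 780 expected by chance. At least a 2-fold change with an adjusted p under 0.05 was found for 45 entries, 6 higher and 39 lower, and with an unadjusted p of 0.05 or less for 94 entries, 21 higher and 73 lower. The split of the 45 became 11 higher and 30 lower without empty vector replicate 4. With identical entries counted once it was 6 higher and 12 lower. The count of 101 moved most when small structured RNA entries were left out, a choice made after the data were seen, which left 24 entries. The share of higher calls depended on how the samples were scaled: 52.5% as deposited, 32.6% after quantile normalization, 29.3% with equal upper quartiles, 35.1% with the mitochondrially encoded and the 100 most abundant genes left out and 28% after removal of the trend with transcript length, the last of these chosen after the data were seen. Leaving out 1 library moved it as much, to 69.8% (111 higher) without empty vector replicate 2 and 27.6% (16 higher) without Siglec-XII replicate 4. The count also depended on single samples, with 159 entries without empty vector replicate 2 and 49 without empty vector replicate 3.

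Small structured RNAs and other genes moved differently. Of the 101 entries, 42 were small structured RNAs, of which 40 were lower and 2 higher with Siglec-XII. This near-uniform fall holds for the entries past the threshold. Over all 433 tested small structured RNA entries the median log2 fold change was -0.03, against 0.07 over all tested entries. These 42 entries had only 15 distinct sets of values, because copies of an RNA often carried identical values, and all 101 entries had 74. The other 59 entries comprised 51 higher and 8 lower, with a median absolute log2 fold change of 0.42. Tested without the small structured RNAs, only 24 of these 59 had an adjusted p under 0.05, 19 higher and 5 lower. Small structured RNAs made up 40 of the 45 entries with a 2-fold change and an adjusted p under 0.05, and 76 of the 94 with a 2-fold change and an unadjusted p of 0.05 or less. Of these 76, 66 were lower. The 5 others of the 45 were SIGLEC12, IFIT1, IFIT2 and IFIT3, which rose, and the long noncoding RNA AC068385.1 (ENSG00000255498), which fell and is named here because it was 1 of 5. AC068385.1 had a log2 level of 2.39 with the empty vector and was listed at 0 in all 4 Siglec-XII samples.

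After SIGLEC12, the entries that rose most by the rule were 7SK RNA and RMRP entries, the IFIT genes, SLC34A2 and the long noncoding RNA AC095055.1. The 3 IFIT genes lie on chromosome 10 (GRCh37). IFIT2 (ENSG00000119922, 91043451 to 91069028) went from 0.42 ± 0.09 to 2.24 ± 0.07 (SD, n = 4), a log2 fold change of 1.82 with a limma adjusted p of 0.000124. IFIT1 (ENSG00000185745, 91152303 to 91166244) went from 0.40 ± 0.05 to 2.15 ± 0.04 (SD, n = 4), a log2 fold change of 1.75 with an adjusted p of 0.000124. IFIT3 (ENSG00000119917, 91087064 to 91137230) went from 0.22 ± 0.10 to 1.57 ± 0.17 (SD, n = 4), a log2 fold change of 1.35 with an adjusted p of 0.00237. All 3 stayed low in both groups, under 1 TPM with the empty vector. The size of their rise therefore depends on the pseudocount. With 0.1 it was 3.14 for IFIT2, 3.09 for IFIT1 and 3.01 for IFIT3. SLC34A2 (ENSG00000157765, chromosome 4, 25649633 to 25680370) rose by 0.75 (adjusted p = 0.0108), and AC095055.1 (ENSG00000270681, chromosome 4, 152061143 to 152062255) rose by 0.70 (adjusted p = 0.00711), both in all 4 samples. The IFIT genes, SLC34A2 and AC095055.1 kept their direction and an adjusted p under 0.05 under every alternative in which they were tested.

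The entries that fell most by the rule were all counted as small structured RNAs. The 7SK entry RF00100 (ENSG00000202198, chromosome 6, 52860418 to 52860748 in GRCh37) had a log2 level of 5.60 ± 0.23 (SD, n = 4) with the empty vector and less than 0.01 TPM in every Siglec-XII sample. A second 7SK entry, RN7SK (ENSG00000283293, chromosome 6, 52860419 to 52860746), covers nearly the same bases and went the other way, from 0.17 ± 0.34 to 4.66 ± 0.17 (SD, n = 4), with 0.68 in empty vector replicate 3 and 0.01 or less in the other 3. The RMRP entry ENSG00000269900 stood at 3.51 ± 0.32 with the empty vector and was listed at 0 with Siglec-XII, and the RMRP entry ENSG00000277027 (chromosome 9, 35657751 to 35658014) was under 0.01 TPM in every empty vector sample and at 2.55 ± 0.61 (SD, n = 4) with Siglec-XII. Summed over its 2 entries, 7SK fell by 0.94 on the log2 scale (exact permutation p = 0.0286) and RMRP fell by 0.96 (exact permutation p = 0.0857), so the single entries do not give the change of the RNA. SNORD118 (U8, ENSG00000200463, chromosome 17, 8076772 to 8076905) had 3.91 ± 0.41 and MIR6746 (ENSG00000277892) had 2.74 ± 0.73 (SD, n = 4) with the empty vector, and both were listed at 0 with Siglec-XII. RNU5E-1 (ENSG00000199347) fell by 3.39 (adjusted p = 0.00698), and SNORD3A (U3, ENSG00000263934, chromosome 17, 19091329 to 19092027) fell by 2.40 (adjusted p = 0.0270), on the log2 scale. Of the U1 entries, RF00003 (ENSG00000270722) fell by 3.09 (adjusted p = 0.00582), and 9 entries with identical values, among them ENSG00000273768, fell by 2.95 (adjusted p = 0.0200). The adjusted p of ENSG00000273768 rose to 0.05 or more under 8 of 18 alternatives and that of SNORD3A under 8 of 19. That of ENSG00000270722 did so under 2 of 19 (0.0772 with a pseudocount of 0.1, 0.0556 with no filter). That of RNU5E-1 did so under 1 of 19 (0.0640 with no filter).

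Since reads of such RNAs can be divided among copies, TPM was also summed over every entry of an RNA family. Of 13 families, 12 had a lower mean with Siglec-XII, but U4 did so only through replicate 1, where all its entries were listed at 0; without that sample U4 was higher by 0.28. U1 went from 8.04 ± 0.17 to 5.79 ± 0.45 (SD, n = 4), U3 fell by 2.20 on the log2 scale, U8 went from 4.03 ± 0.50 to 1.25 ± 1.45 and 5S from 8.82 ± 0.17 to 7.27 ± 0.43. The family sums of 7SK fell by 0.88 and of 7SL by 0.64 on the log2 scale. U6 and Y RNAs changed by -0.07 and 0.11, within the spread between replicates. With 13 families tested, the lowest adjusted exact permutation p was 0.0531, and 0 families were past 0.05. Every family without overlap had an unadjusted p of 0.0286, the smallest this test can give, so the adjusted p does not reflect the size of the falls. Directions were the same when the samples were scaled to equal upper quartiles and when the mitochondrially encoded and the most abundant genes were left out. As a share of all TPM, small structured RNAs were 2.05% ± 0.245 with the empty vector and 1.69% ± 0.131 (SD, n = 4) with Siglec-XII (exact permutation p = 0.0857). By the classes used, this share also counts mitochondrially encoded rRNA and tRNA, which the mitochondrial share counts too. It is therefore not the share of the 13 families, and their part in its difference was not computed.

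**Figure D2:**
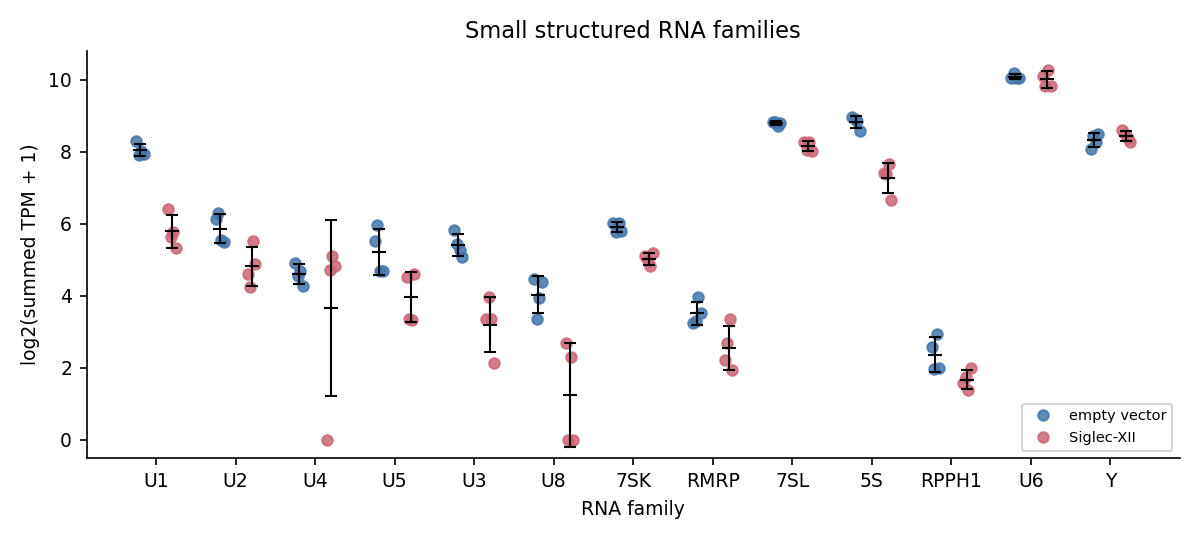
TPM summed over all entries of 13 small structured RNA families, as log2(summed TPM + 1), for each sample; points are samples, and black lines are means with SD (n = 4). U1, U5, U3, U8, 7SK, 7SL and 5S have all 4 Siglec-XII samples under all 4 empty vector samples, while U6 and Y overlap.

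Fold changes of protein-coding genes also varied with the length of the transcript. The median log2 fold change was -0.10 for 90 genes with transcripts under 500 nt, 0.01 for 668 genes of 500 to under 1000 nt, 0.04 for 2203 genes of 1000 to under 2000 nt, 0.07 for 4387 genes of 2000 to under 4000 nt and 0.10 for 4729 genes of 4000 nt or more. A length was known for 99.97% of the protein-coding genes tested. The median over all 15590 entries was 0.07, which became 0.01 after quantile normalization or with equal upper quartiles.

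**Figure D3:**
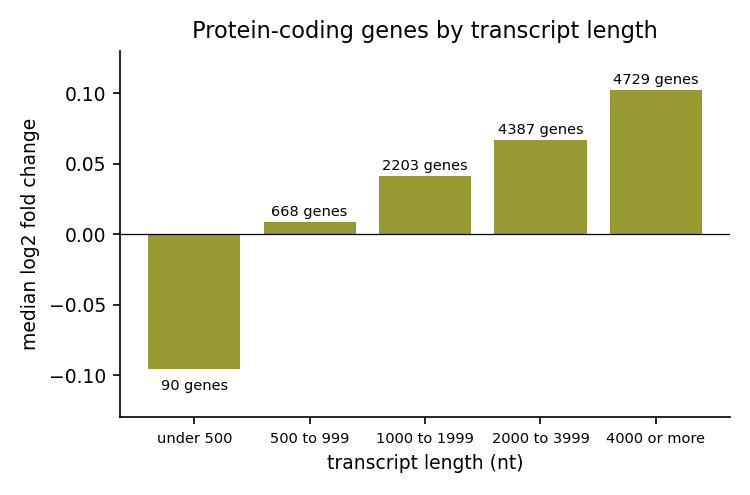
Median log2 fold change, Siglec-XII over empty vector, of protein-coding genes in 5 classes of transcript length in nucleotides, with the number of genes above or below each bar. The median rises from -0.10 in the shortest class to 0.10 in the longest.

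The study derived a signature of genes from tumors of mice that express Siglec-XII, and whether its human counterparts differ in these cells was asked by the study's composite score. Of 27 genes, 25 passed the filter. The score was -2.56 ± 2.37 (SD, n = 4) with the empty vector and 2.69 ± 2.55 (SD, n = 4) with Siglec-XII, a difference of 5.25 without overlap (two-sided exact permutation p = 0.0286). The difference was smallest after quantile normalization, 2.07 with an exact permutation p of 0.171. Of the 25 genes, 19 were higher and 6 lower, with a median log2 fold change of 0.08, close to that of all tested entries. At an adjusted p under 0.05 there were 0 genes over all genes tested and 0 adjusted over the list alone, where the lowest was 0.0509 for NECTIN2, OCLN and LSR, and 8 had an unadjusted p of 0.05 or less. NECTIN2 rose by 0.25, OCLN by 0.24 and LSR by 0.23 on the log2 scale. PTPN18 had a log2 fold change of -0.09 (adjusted p = 0.505). The camera test of the list gave a p of 0.112, fry gave 0.0318 and camera with an estimated correlation 0.346.

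Another 14 lists fixed in advance were tested with camera and adjusted over the lists, and 7 had an adjusted p under 0.05. The interferon response list was higher (camera adjusted p = 1.73e-07, 12 of 13 tested genes higher, median log2 fold change 0.42), with 3 genes past an adjusted p of 0.05 over all genes and 8 adjusted over the list alone. The clustered histone list was lower (camera adjusted p = 2.96e-07, 9 of 9 genes lower, median -0.44), with 0 genes over all genes, 3 adjusted over the list alone and 5 at an unadjusted p of 0.05 or less. Ribosomal protein genes (26 of 28 lower, median -0.12, camera adjusted p = 6.47e-14) and mitochondrially encoded genes (13 of 13 lower, median -0.17, camera adjusted p = 7.35e-05) were lower. Adhesion genes (19 of 22 higher, median 0.16, camera adjusted p = 0.00431), hypoxia genes (13 of 14 higher, median 0.17, camera adjusted p = 0.00522) and cholesterol synthesis genes (14 of 15 higher, median 0.14, camera adjusted p = 0.0147) were higher. Only 3 of the 7 calls, interferon response, histone and hypoxia, held under fry, and 2, interferon response and histone, held with an estimated correlation. The call for cholesterol synthesis was also lost with quantile normalization (0.0560), without empty vector replicate 1 (0.0582) or 3 (0.0529) and with the length trend removed (0.0854), and that for mitochondrially encoded genes with quantile normalization (0.215). The proliferation list was near the threshold (camera adjusted p = 0.0576, lower than other genes). Of its 26 genes 15 were higher and 11 lower, with a median log2 fold change of 0.0053. Camera compares a list with the other tested genes, and the median over all tested entries was 0.07, so a fall of the list by itself is not shown. The list was past the threshold under 6 of 14 alternatives, among them quantile normalization (0.00259), the length trend removed (0.000359), small structured RNAs left out (0.0423) and the fits without Siglec-XII replicate 1 (0.0298) or 4 (0.0403), while fry gave 0.982. The unfolded protein response list (0.860) and the enterocyte differentiation list (0.860) were not past the threshold, and 17 of the 20 enterocyte genes had not passed the filter. The Siglec family had only 1 tested gene and was not tested as a list.

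**Figure D4:**
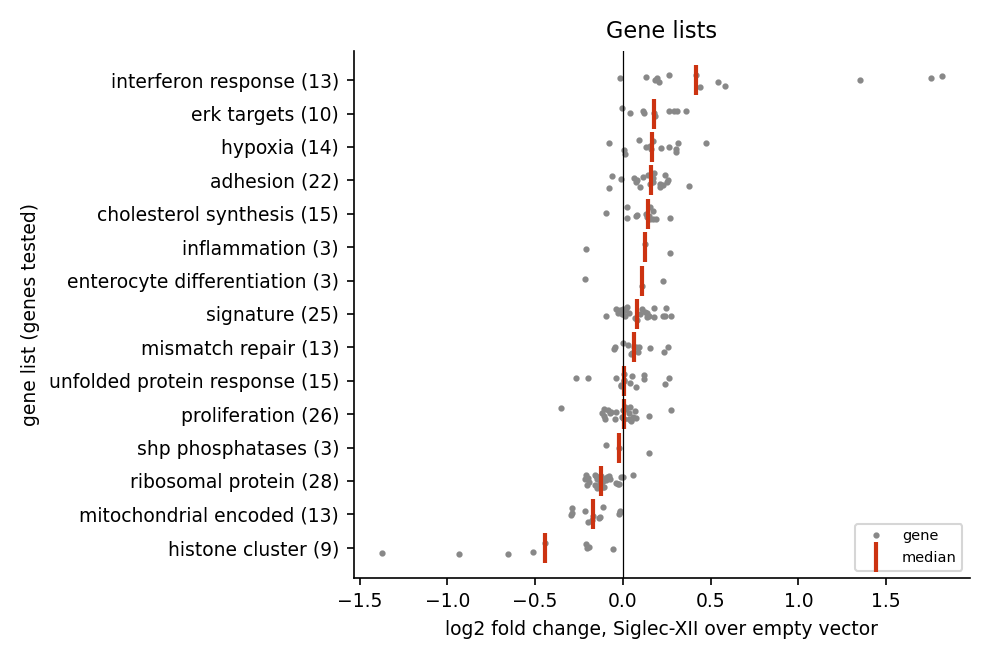
Log2 fold change, Siglec-XII over empty vector, of each tested gene (points) and the median (red lines) in the signature and 14 other lists, with the number of genes tested in brackets. The interferon response list lies farthest to the right, with a median of 0.42, and the histone list farthest to the left, with -0.44.

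The study measured ERK phosphorylation in these cells, and the ERK target list asked whether transcripts downstream of ERK differ. Of 10 genes, 9 were higher, with a median log2 fold change of 0.18, and the list had a camera adjusted p of 0.0576. This p ran from 0.00576 to 0.465 over 14 alternatives and was under 0.05 in 4, among them quantile normalization (0.0285) and the fits without empty vector replicate 2 (0.00576) or Siglec-XII replicate 3 (0.0213). At an adjusted p under 0.05 there were 0 genes over all genes tested and 2 adjusted over the list alone, and 5 had an unadjusted p of 0.05 or less. SPRY2 rose by 0.31 and CCND1 by 0.36 (both with an adjusted p over the list alone of 0.0490), and DUSP6 rose by 0.27. Without empty vector replicate 2 the adjusted p of CCND1 over all genes was 0.0413. Of the inflammation genes, IL6 rose from 7.19 ± 0.11 to 7.45 ± 0.12 (SD, n = 4), with an adjusted p of 0.138 over all genes and 0.0150 adjusted over the list alone. Only 3 genes of that list were tested, 2 higher and 1 lower, and the groups overlapped for IL6 (exact permutation p = 0.0571). The inflammation list had a camera adjusted p of 0.616. The mismatch repair list had 11 of 13 genes higher and a camera adjusted p of 0.616, with 0 genes past 0.05 either over all genes or adjusted over the list alone and 2 at an unadjusted p of 0.05 or less. The SHP phosphatase genes PTPN6 and PTPN11 had log2 fold changes of -0.02 and 0.15, with adjusted p-values of 0.915 and 0.321, and their list a camera adjusted p of 0.616.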

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

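The tests of explanations in this part were chosen after the values were seen. In 117 groups of 4 samples, each checked for a highest or lowest sample far from the other 3, 9 had such a sample, where about 6 are expected by chance, so the pattern as a whole is close to what chance gives.

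The mean log2 level of the signature genes was 5.65 in empty vector replicate 1, against 5.73 to 5.74 in the other 3. This sample also had the lowest composite score. The mean of the 3 tested enterocyte genes was 2.76 in Siglec-XII replicate 2, against 2.997 to 3.02. SLC34A2 was at 2.58 in empty vector replicate 3, against 2.27 to 2.32, still under all Siglec-XII samples. OCLN was at 6.81 in Siglec-XII replicate 2, against 6.93 to 6.95. SIGLEC6 was at 6.98 in Siglec-XII replicate 3, against 7.23 to 7.25. The sum of U6 was 10.18 in empty vector replicate 2, against 10.04 to 10.05. A library that deviates in many genes was weighed as the source of these values. By chance a library is the distant one of its group in 1.25% of the tested entries. The share was 0.802% for empty vector replicate 3, 1.09% for Siglec-XII replicate 2 and 1.24% for Siglec-XII replicate 3. For these libraries this argues against a library that deviates in many genes. Siglec-XII replicate 4 had 1.58% but held none of the values above. For empty vector replicate 2 the explanation stays open, with a share of 1.48%. Without that library the entries with an adjusted p under 0.05 rose from 101 to 159, while each other fit without 1 library gave 64 or fewer. For empty vector replicate 1 the explanation stays open too: its share was 1.96%, and it was the lowest or highest of the 8 in 4 of 4 library measures, with the fewest entries at 1 TPM (15513) and the highest TPM shares of mitochondrially encoded genes (11.2%), of the 100 most abundant entries (32.5%) and of small structured RNAs (2.27%). These TPM shares overlap, since mitochondrially encoded rRNA and tRNA also count as small structured RNAs, so the 4 measures are not independent. Chance among the 117 groups also stays open. No biological explanation was tested, since the design gives none for a single sample.

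RN7SK was at 0.68 in empty vector replicate 3, against 0 to 0.01 in the other 3, and RNU5E-1 was at 1.27 in Siglec-XII replicate 2 where the other 3 were listed at 0. The summed U4 entries were at 0 in Siglec-XII replicate 1, against 4.70 to 5.11 in the other 3 samples of that group and 4.27 to 4.91 with the empty vector. If that library had recovered few small structured RNAs, it should be the lowest of its group in most other families, and it was the lowest in 0 of the 12 others, which argues against low recovery of small structured RNAs in that library. For all 3 of these RNAs near-identical copies exist, so the division of reads among entries stays open as a candidate explanation for RN7SK and RNU5E-1. It would not by itself empty the whole U4 family, and reads assigned to entries outside the family were not tested.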

How the results depend on the processing

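Of the alternatives, leaving out entries with identical values, leaving out small structured RNA entries and removing the trend with transcript length were chosen after seeing the data. The count test planned for whole reads and the count-based model gave no value, because TPM keeps no depth.

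The 101 entries with an adjusted p under 0.05 became 51 with no filter, 54 without the trend in eBayes, 47 with identical entries counted once and 24 without small structured RNAs. The fits that each left out 1 sample gave 49 to 159, the lowest without empty vector replicate 3 and the highest without empty vector replicate 2. They kept the entries that passed the filter in all 8 samples, a choice made after a first run: with the filter applied anew to 7 samples the range was 40 to 154, and SIGLEC12 was then not tested when a Siglec-XII sample was left out. With that filter the 45 entries that also changed 2-fold became 28 to 41, the lowest without empty vector replicate 3. With identical entries counted once these 45 became 18, and without small structured RNAs 5, the causes being the entries removed. The 94 entries at an unadjusted p became 51 with a mean of at least 5 TPM, 52 with identical entries counted once and 19 without small structured RNAs. The fewer entries tested explain the last 2 values, and the cause of the others was not tested. Across the other alternatives, with the filter of all 8 samples kept where 1 was left out, these 3 counts stayed within 1.5 times their value.

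SIGLEC12 kept its direction and its side of the threshold under 12 of 13 alternatives. Samples with the same replicate number did not deviate together (correlations of 0.04, 0.03, -0.07 and 0.06 against -0.12 to 0.07 for different numbers), so the numbers do not pair the samples. With the replicate block 69 entries had an adjusted p under 0.05, of which 26.1% were higher, and the differences of 10.59 for SIGLEC12 and 5.25 for the composite score had a sign-flip p of 0.125, the smallest that 4 pairs allow.

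The composite score difference of 5.25 fell to 2.07 (exact permutation p = 0.171) with quantile normalization, 2.16 (0.171) with equal upper quartiles, 3.09 (0.114) with the mitochondrially encoded and most abundant genes left out and 2.96 (0.0571) with the length trend removed. These rescalings also moved the median fold change of all entries from 0.07 to between 0.01 and 0.03. Without 1 sample it ran from 4.38 to 6.15, with an exact permutation p of 0.0571 whenever an empty vector sample was left out and 0.0286 otherwise. The signature set test, with a camera p of 0.112, gave 0.00755 with no filter and 0.0318 with fry, and from 0.0345 (without Siglec-XII replicate 1) to 0.251 without 1 sample. The cause was not tested. The 7 lists past the threshold became 3 with fry and 2 with an estimated correlation. Fry also asks another question, whether the list changes by itself, and what caused the drop was not tested. Component 1 separated the groups under 6 of 6 alternatives.

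Directions reversed only for results far from the threshold. The fold change of PTPN6 was 0.000340 with array weights and ran from -0.0627 to 0.0164 over the 8 fits without 1 sample, 3 of which reversed it. The camera adjusted p after a reversal was 0.922 for mismatch repair with the length trend removed, and for the enterocyte list 0.915 with quantile normalization and 0.928 with the replicate block. With fry it was 0.969 for the SHP phosphatases, 0.666 for the enterocyte list and 0.264 for the unfolded protein response. Over all 8 fits without 1 sample the adjusted p ran from 0.689 to 0.974 for the enterocyte list, in which of these fits only that without Siglec-XII replicate 2 reversed (0.763), and from 0.689 to 0.964 for the unfolded protein response, in which those without empty vector replicate 1 (0.936) or 2 (0.964) or Siglec-XII replicate 2 (0.870) reversed. The cause was not tested. With the replicate block the ERK target list had an adjusted p of 0.0433 and the proliferation list 0.0459. Of 504 comparisons of a single gene with an alternative, 480 kept direction and side, 19 lost significance, 1 gained it and 4 reversed. Of 196 for single lists, 162 kept both, 14 lost significance, 10 gained it and 10 reversed. The interferon response and histone lists kept both under 14 of 14 alternatives.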

Other observations

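The tests of polymerase III transcription, of summed 7SK and RMRP entries, of the length trend extended to RNA families, of the size of the rise, of gene names, of the cell types and of other splits for the counts of entries were chosen only after the result was seen, and the others after the pattern was seen but before the value that tests it was computed. In 1 of the 35 splits of the 8 samples, the real one, as many entries had an adjusted p under 0.05 (101, against at most 7 in another split), and the same held for the 45 entries with a 2-fold change (at most 7) and for the 94 at an unadjusted p (at most 70), each in 1 of the 35 splits. For the signature set test 7 of the 35 splits gave as small a p, and for the number of lists past the threshold 4 of the 35 splits gave as many as 7, up to 8, so the number of lists is no evidence of a group difference by itself.

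Most of the entries that fell 2-fold were small structured RNAs that lack a poly(A) tail. Lower transcription by RNA polymerase III was tested as the cause and is argued against, since 4 of 6 families made by polymerase II were lower without overlap. Less RNA without a poly(A) tail in the Siglec-XII libraries may explain the pattern: histone genes, whose messages also lack the tail, had a median log2 fold change of -0.48 over the 8 with a length, and 0 of 10000 lists matched on length and level had one as low. Short transcripts recovered less in those libraries stay open as well: short protein-coding genes (under 1000 nt) lay lower than those of at least 2000 nt by a median difference of -0.0931, with a difference as large in 2 of the 35 splits. That trend is small beside the falls. Extended to the length of each RNA family and removed, it took at most 0.309 from the 7 families lower without overlap, and 6 of them stayed so, U5 being the exception, where the test asked for all 7. With the length trend removed from the tested entries, 38 entries were 2-fold lower past the threshold, against 39. Entries without a length were left uncorrected, so this count cannot show how much of the falls the trend explains. A steeper loss of transcripts shorter than most protein-coding ones is not excluded: only 73.7% of the 38 small structured RNA entries that fell 2-fold have a length, so a check by length among them is void. A difference between library batches, for which the labels give none, is confounded with the groups. An effect of Siglec-XII on these RNAs also stays open and was not tested. U6 and Y RNAs, which are short and changed little, go against a loss shared by every short family or every family without a tail.

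The 7SK and RMRP entries that were near 0 in 1 group and present in the other are consistent with reads of one RNA listed under another entry, since the summed entries differed by at most 0.965 on the log2 scale where the single ones differed by up to 5.60. Groups quantified against different transcript sets would leave many other entries present in 1 group only, and 1 such entry outside small structured RNAs was found, AC068385.1. Of 6 such entries in all, 5 were small structured RNAs, and another split of the samples gave up to 9.

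The 59 other entries past the threshold mostly rose by small amounts, and tested without the small structured RNAs only 24 of them passed, 19 higher and 5 lower. Copy-number differences between the transfected populations, as shifts of whole chromosomes, are argued against: the largest chromosome shift of the median was 0.03, and 9 of the 35 splits gave as large a spread. This leaves short segments open. A trend with transcript length or GC content may contribute, with 45.8% and 47.5% of these entries still past the threshold after its removal, but the entries were picked at the threshold, so these shares do not decide it. The median rise of the 51 that rose kept at least 76.4% of its size, which decides nothing either, since they were picked for having risen. The interferon response list had a camera adjusted p of 6.45e-10 after removal of the length trend, within a range of 6.45e-10 to 0.00946 over its 14 alternatives, which argues against that trend for the list.

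IFIT1, IFIT2 and IFIT3 rose by 1.35 to 1.82 on the log2 scale, higher in 4 of 4 samples, and by 3.01 to 3.14 with a pseudocount of 0.1. With a pseudocount of 1 this is the largest change of protein-coding genes other than SIGLEC12 among the entries past the threshold. A copy gain or an insertion of the vector at the IFIT locus could raise all 3. The 5 tested genes within 1 Mb had a median log2 fold change of 0.0192, the highest being 0.15. This argues against a copy gain of a segment that includes these neighbours. A gain or an insertion that acts on the 3 IFIT genes alone predicts no change in the neighbours and stays open. A response to the transfected DNA or RNA, a difference between the selected populations and an effect of Siglec-XII stay open as hypotheses and cannot be separated when, as far as the labels show, each construct has 1 transfected population.

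The composite score of the signature was higher with Siglec-XII, but so was that of many lists. Of 10000 random lists matched on mean level, 14.17% had a difference as large as 5.25, with a median of 3.79. A shift shared by most tested genes may therefore account for the score, and an effect on the signature beyond that shift was not detected.

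The levels shared by all 8 samples raise a question about the identity of the cells. Of 20 genes typical of colon epithelium, 5 (CDX1, CDX2, KRT8, KRT18 and EPCAM) were at 1 TPM or more in all 8 samples and 13 under 1 TPM in all 8. KRT20, FABP1 and SI were listed at 0. Of the enterocyte differentiation list, which shares members with it, 3 of 20 were at 1 TPM or more. In contrast 63.2% of 19 trophoblast genes were, among them XAGE3 (1179 TPM), XAGE2 (767), GATA3 (380) and HSD3B1 (345), and SIGLEC6, which prompted the list and is not counted in it, was at 139. For the other lists the shares were 60% of 10 fibroblast, 50% of 12 pluripotent or germ cell, 30% of 10 embryonic kidney line and 0% of 10 liver genes. Gene names attached to the wrong rows are argued against for the table as a whole, since 100% of the 41 ribosomal protein and mitochondrially encoded list genes were at 100 TPM or more in all 8 samples, against 9.35% of the tested entries, but a mismatch limited to some names was not tested. An undifferentiated state of the colon line could lower the intestinal genes. Of 8 genes of intestinal identity, 4 were under 1 TPM in all 8 samples, which does not decide it. That test covered only intestinal genes and leaves the levels of the trophoblast genes unaddressed. Cells of another type than the labels name are a candidate explanation, which the values do not separate from an undifferentiated state. The fibroblast list had nearly the same share as the trophoblast list, and chorionic gonadotropin genes were low (CGA at 0.785 TPM). No reference profile of the line was used here. The levels in these 2 lists differed both ways. The highest fibroblast gene was at 50.7 TPM, against 1179 for XAGE3, but the median log2 level was 2.37 for the fibroblast and 1.89 for the trophoblast list. The pattern is in all 8 samples, so it cannot by itself account for a difference between the groups. Of the tested genes in these lists, 1 differed past the threshold, SALL4 of the pluripotent or germ cell list. Its log2 fold change was 0.34 (limma adjusted p = 0.0244). The identity of the cells does bear on which cells the group differences describe. While it is open, those differences are effects in the cells sequenced and not established for a colorectal line.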
